A study of Homo sapiens with 11 samples. Its data were reported in "Estrogen receptor positive breast cancers have patient specific hormone sensitivities and rely on progesterone receptor" (2022).

How the data were processed

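Gene expression was measured by RNA sequencing in 11 libraries of MCF7 cells, an established estrogen receptor-positive breast cancer line, grown inside the milk ducts of immunodeficient mice. The mice carried a control pellet (CTRL), a 17-β-estradiol pellet of 0.3 mg (E2), a progesterone pellet of 20 mg (P4) or both (E2+P4). The study measured estradiol and cycling progesterone in the plasma of mice with control pellets. Without E2 or without P4 therefore means without that pellet, not without the hormone. Per the labels, 100000 cells were injected, growth was followed over 45 days, and the pellets were implanted 7 days after injection. The study describes a harvest of cell line xenografts 45 days after the pellets, so whether the 45 days ran from the injection or from the pellets is not settled by the sources used here. Per the same labels, the xenografts were dissociated, and mouse cells were depleted with immunomagnetic beads before RNA was extracted. The groups hold 2 CTRL, 3 E2, 3 P4 and 3 E2+P4 libraries. Replicate numbers follow the accession order and pair no libraries. The labels do not say that the libraries of a group came from separate mice, so the p-values measure only the spread between these libraries, which may be partly technical.

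The authors deposited a table of whole-number counts per gene symbol, with no normalization, for all 11 libraries. Per the study's methods and the submitters' processing notes, the paired reads of 150 bases were aligned with HISAT2 version 2.1.0 to the human build hg38 and the mouse build mm9, with up to 5 locations kept per read, and counted with featureCounts. The submitters' processing notes give featureCounts version 1.6.2 and also name FastQC version 0.11.8 and limma. The study's reporting summary names a later featureCounts version, and which of them made these counts is not settled by the sources used here. The annotation release, the strand setting, the treatment of reads with several locations and the way reads matching both genomes were assigned are not given in the sources used here. Reads of overlapping genes on opposite strands therefore cannot be told apart. Counts of genes with near-identical copies, such as POTEC, HSPA6 and GBP1, are uncertain, and mouse transcripts of conserved genes can be counted as human.

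The table lists 56617 genes, of which 32551 had at least 1 count. The library totals ran from 9182231 to 14291089 counts. Of the lines, 1 had no usable gene name and held 0 counts in all libraries, a share of 0%. Counts scaled to the library size (CPM, the usual per-million unit) were computed here, with TMM-adjusted library sizes for genes and plain totals for summed markers. Named genes were located by symbol in GENCODE release 44 on GRCh38, the same build as hg38, and all 153 named genes had a location; 14439 of the 16829 tested genes matched a gene of that release by symbol.

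The main test took voom weights and the linear fit of limma from the study's methods, which name edgeR for preprocessing without its settings. The filter, the TMM factors and the moderated test were chosen here. Genes passed edgeR's filterByExpr with a minimum count of 10 and a minimum total count of 15, which left 16829 genes. TMM factors came from edgeR version 4.0.16, and limma version 3.58.1 in R version 4.3.3 fitted voom-weighted log2 CPM with 1 mean per group over all 11 libraries, which share 1 estimate of the spread. Moderated two-sided tests with Benjamini-Hochberg adjustment over all tested genes gave 7 comparisons, the last being the difference between the P4 effect with and without E2. A gene was called at an adjusted p under 0.05. Fold changes are log2 with the standard error (SE) of the fit. A group with no counts was given a floor of 3 counts over the whole group, which covers counting error only.

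A total of 24 gene lists was fixed before the data were examined: estrogen receptor targets, estrogen repressed genes, progesterone receptor targets, androgen response, MYC targets, S phase, G2 and mitosis, interferon response, TNF and NF-kB signaling, epithelial to mesenchymal transition, oxidative phosphorylation, luminal epithelial, basal and myoepithelial, cholesterol biosynthesis, hypoxia, unfolded protein response, p53 targets, immediate early and dissociation genes, and markers of fibroblasts, adipocytes, endothelium, macrophages and leukocytes, milk and alveolar cells, and erythroid and muscle cells. The 20 lists with at least 5 measured members were tested with limma's camera, which compares a list with the other genes at a preset inter-gene correlation of 0.01. Camera with an estimated correlation and fry, which asks whether a list's genes moved one way on balance, were alternatives. List p-values were adjusted within each comparison. The count of called members was also taken with p-values adjusted over the list alone.

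The rule for named genes was fixed at the same time. It took 16 anchor genes in every comparison, of which TNFSF11, with 1 count in all libraries together, was not tested. It added the 7 largest rises and 7 largest falls in the comparisons with CTRL and in E2+P4 vs E2, and 3 and 3 in the others. These were taken among called genes with an average log2 CPM of at least 1 and no overlap between the libraries of both groups; clone-named genes, pseudogenes, ribosomal RNA and mitochondrially encoded genes were passed over. It also took up to 4 members with the smallest p of each called list. A gene named outside this rule was chosen after its values were seen, and the text says so.

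The script was tested on simulated counts drawn from the real means and library sizes, with 200 genes changed. In P4 vs CTRL it recovered 43.3% of genes changed 1.5-fold, 64.2% of those changed 2-fold and 89.4% of those changed 4-fold, with 17 false calls among 16381 genes. The recovered genes numbered 29, 43 and 59. False calls were thus a larger share of all calls in this comparison than the threshold of 0.05 aims at. In E2+P4 vs E2 these shares were 40.3%, 73.1% and 83.3%, with 8 false calls. For the difference of P4 effects they were 10.5%, 50.8% and 77.3%, with 7 false calls. The recovered genes numbered 27, 49 and 55 in E2+P4 vs E2, and 7, 34 and 51 for the difference. False calls were a larger share than 0.05 in these comparisons too, by a smaller margin. To gauge the effect of shared controls, 200 simulations of unchanged groups were compared with the same control libraries.

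Results were recomputed with edgeR's quasi-likelihood test and with DESeq2 version 1.42.0, with RLE factors, with library size alone, with no filter, with a filter of 1 CPM in 3 libraries, with library quality weights, with the mouse stromal marker score as a covariate, with other thresholds (an added log2 fold change of 0.5, with adjusted or unadjusted p), with only the groups compared in the fit, and without each library in turn. List tests were not run with DESeq2. The other thresholds were applied to the counts of calls only. The difference of P4 effects was not fitted with only the groups compared, since it uses all groups. The mouse stromal marker score is the mean log2 CPM of the fibroblast, adipocyte, endothelial, and macrophage and leukocyte markers, counted on human genes. It was not shown to measure mouse RNA. No library was left out of the main results.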

Results

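The data were 11 RNA sequencing libraries from MCF7 intraductal xenografts, collected to ask how estradiol (E2) and progesterone (P4), alone and together, change transcription in estrogen receptor-positive tumor cells growing in the milk duct. Total counts per library were 12569948 and 13381096 in CTRL (n = 2), 10515576 to 13493113 in E2 (n = 3), 9182231 to 12259862 in P4 (n = 3) and 11167608 to 14291089 in E2+P4 (n = 3). Between 22747 and 24896 genes were detected per library. The 10 most abundant genes took 10.54% to 13.95% of the counts, and mitochondrially encoded genes took 0.323% to 0.59%. Libraries of the same group correlated with r between 0.980 and 0.988 across genes, which are not independent replicates. Their counts differed with a chi-square of 3.07 to 13.1 per gene, above counting noise. The first principal component held 72.3% of the variance and separated the 6 libraries with E2 from the 5 without it.

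**Figure D1:**
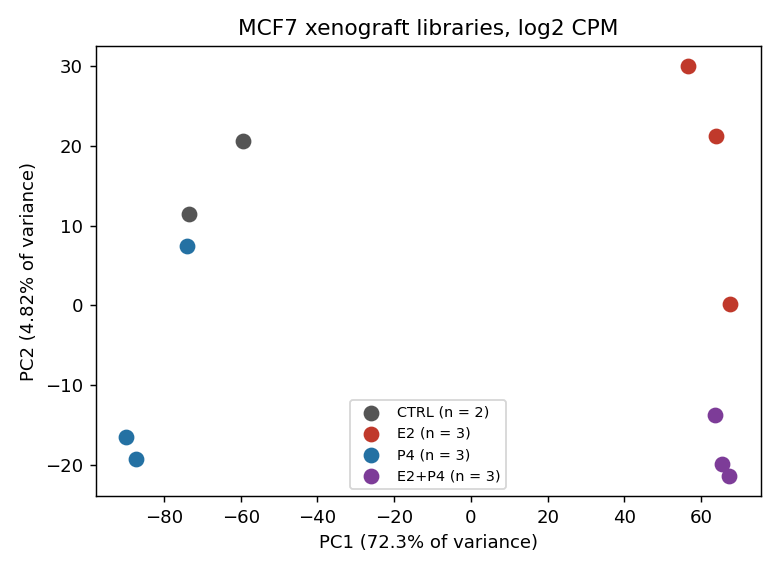
Each point is 1 library placed by the first 2 principal components of log2 CPM, with the share of variance on each axis and colors for the 4 groups. Libraries with E2 lie between 56.6 and 67.6 on the first component, and those without it between −89.9 and −59.5.

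Genes that mark other cell types of the gland, counted on the human genes, were low and differed between groups. Fibroblast markers summed to 87.7 ± 26.8 CPM in CTRL (SD, n = 2), 125.9 ± 29.6 CPM in E2, 50.8 ± 12.8 CPM in P4 and 93.5 ± 13.2 CPM in E2+P4 (SD, n = 3 each). COL3A1 had 822 and 403 counts in the CTRL libraries, 81 to 317 in P4, 57 to 178 in E2 and 33 to 53 in E2+P4. Endothelial markers summed to 19.5 ± 1.26 CPM in CTRL, 9.13 ± 0.719 CPM in E2, 18.8 ± 1.29 CPM in P4 and 10.9 ± 1.27 CPM in E2+P4. Macrophage and leukocyte markers summed to 6.88 ± 0.622 CPM in CTRL, 0.866 ± 0.267 CPM in E2, 10.2 ± 1.99 CPM in P4 and 1.70 ± 0.105 CPM in E2+P4. Adipocyte markers ran from 3.43 to 8.15 CPM, and milk and alveolar markers were at or below 0.571 CPM. Erythroid and muscle markers summed to 23.0 ± 2.55 CPM in CTRL, 10.4 ± 1.33 CPM in E2, 26.8 ± 2.30 CPM in P4 and 12.7 ± 2.22 CPM in E2+P4. The leukocyte gene PTPRC, the collagen gene COL1A2, the milk protein gene CSN2 and the globin gene HBB had 0 counts in all 11 libraries.

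The first comparison, E2 vs CTRL, asked what the estradiol pellet changed on its own, beside the hosts' own hormones. E2 raised GREB1, a classic estrogen receptor target (chromosome 2, 11482341 to 11642788), from 105.2 ± 12.3 CPM (SD, n = 2) to 1436 ± 16.3 CPM (SD, n = 3), a log2 fold change of 3.78 (SE 0.0992). It raised PGR, which encodes the progesterone receptor (chromosome 11, 101029624 to 101129813), from 31.6 ± 9.83 to 144.2 ± 13.8 CPM, with a log2 fold change of 2.23 (SE 0.175). AREG, an EGF receptor ligand, rose from 2.90 to 388.2 CPM, and the scaffold gene PDZK1 rose by 3.50 on the log2 scale (SE 0.431). The estrogen target TFF1 rose by 0.57 and the cyclin gene CCND1 by 0.56. The TFF1 call was lost without the first CTRL library, and both calls with the mouse stromal marker score as a covariate. In contrast, E2 lowered ESR1, which encodes the estrogen receptor itself (chromosome 6, 151656691 to 152129619), from 814.1 ± 187.2 to 286.8 ± 44.8 CPM, and AR, which encodes the androgen receptor, from 190.3 ± 30.8 to 60.4 ± 3.56 CPM. The log2 fold changes were −1.50 (SE 0.142) and −1.65 (SE 0.120). The transcription factor gene ELF5 fell by 4.48 (SE 0.271).

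Of 16829 genes tested with limma, 3742 were higher and 3762 lower in E2 than in CTRL, and 8710 had an unadjusted p under 0.05. Besides AREG, the largest rises among named genes were in LINC00052 (log2 fold change 7.11), PLCXD3 (5.199), IGSF1 (4.94), SYTL5 (4.77), SERPINE1, a plasminogen activator inhibitor (4.67), and RASGRP1 (4.56). The largest falls were in CPB1, a carboxypeptidase (−8.34), COLEC12 (−7.13), POTEC (−7.10), SIM1 (−6.77), the ligand gene WNT11 (−6.67), DAB2 (−5.79) and NXPH1 (−5.75). FKBP5 rose by 0.41 and TSC22D3 fell by 0.62, both being genes induced by steroid receptors. The FKBP5 call was lost without the first CTRL or the second E2 library and with the marker score. MYC (log2 fold change 0.26, adjusted p 0.281), the proliferation gene MKI67 (0.32, adjusted p 0.073), WNT4 (−0.08, adjusted p 0.872) and ZBTB16 (1 count in CTRL, 0 in E2) were not called. With the mouse stromal marker score as a covariate, 2444 genes were called, and the oxidative phosphorylation and hypoxia lists were not called by camera.

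Estrogen receptor targets rose as a list: 27 of 40 measured members were higher and 3 lower, also 27 and 3 when adjusted over the list alone, and the median log2 fold change was 0.79 (camera adjusted p = 3.74e-09, adjusted p = 0.13 with an estimated correlation). CELSR2 (2.24) and TPD52L1 (2.35) were among the risers. The 3 members that fell were TFF3 (−2.90), a secreted trefoil peptide gene, XBP1 (−0.52), a secretory stress transcription factor gene, and RET (−0.91), a receptor kinase gene; RET and XBP1 were named after their values were seen. Of 8 estrogen repressed genes 5 were lower and 0 higher, also 5 and 0 adjusted over the list alone, with ERBB2 at −1.70, the growth factor gene TGFB3 at −2.66 and TP53INP1 at −2.39 (camera adjusted p = 0.00088, adjusted p = 0.133 with an estimated correlation).

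Genes of the cell cycle rose together. In the G2 and mitosis list 25 of 28 members were higher and 0 lower, 27 and 0 adjusted over the list alone, with AURKA at 1.16, CCNA2 at 1.29 and CCNB1 at 1.14 (camera adjusted p = 4.8e-15, adjusted p = 0.205 with an estimated correlation). In the S phase list 22 of 25 were higher and 1 lower, the same numbers adjusted over the list alone, with the replication genes CDT1 at 0.96 and MCM7 at 0.86 (camera adjusted p = 1.72e-07, adjusted p = 0.331 with an estimated correlation). MYC targets had 17 of 25 higher and 2 lower, 18 and 2 adjusted over the list alone, with LDHA, which encodes lactate dehydrogenase A, at 2.12 and NME1 at 1.14 (camera adjusted p = 2.47e-06, adjusted p = 0.331 with an estimated correlation). Oxidative phosphorylation had 11 of 25 higher and 1 lower, the same adjusted over the list alone, with COX6C at 0.96 (camera adjusted p = 0.00339, adjusted p = 0.331 with an estimated correlation). Hypoxia genes had 10 of 15 higher and 1 lower, 12 and 1 adjusted over the list alone, with the mitophagy gene BNIP3 at 1.86 and the glucose transporter gene SLC2A1 at 0.92 (camera adjusted p = 0.00088, adjusted p = 0.384 with an estimated correlation). EGLN3, a prolyl hydroxylase gene induced by hypoxia, fell by 1.25. The S phase cyclin gene CCNE2 fell by 0.59, the ribosome biogenesis genes GNL3 and RRP12 of the MYC targets by 0.58 and 0.46, and the succinate dehydrogenase gene SDHC of oxidative phosphorylation by 0.39. The last 4 genes, CCNE2, GNL3, RRP12 and SDHC, were named after their values were seen.

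TNF and NF-kB signaling genes fell with E2: 11 of 13 were lower and 0 higher, 12 and 0 adjusted over the list alone, with the adhesion gene ICAM1 at −2.79, IRF1 at −2.21, TNFAIP3 at −3.10 and NFKB2 at −1.28 (camera adjusted p = 6.12e-08, adjusted p = 0.13 with an estimated correlation). Macrophage and leukocyte marker sums were lower in the same libraries, through 2 genes. CD14 had 34 and 41 counts in CTRL and 2 to 3 in E2, and CD74 had 42 and 49 and 0 to 4. The other 12 markers had at most 5 counts each in any of the 11 libraries, too few to tell whether immune cells differed. Basal and myoepithelial genes had 4 of 7 members higher and 0 lower, the same adjusted over the list alone: TP63 rose from 1.99 to 15.3 CPM, the keratin genes KRT17 from 1.56 to 27.9 CPM and KRT5 from 0.359 to 7.10 CPM, and MYLK from 0.695 to 2.60 CPM (camera adjusted p = 0.0393, adjusted p = 0.219 with an estimated correlation). The call of this list was lost without the second CTRL library (adjusted p 0.063) and with library size alone, that of KRT5 without the second CTRL library, and those of KRT5 and MYLK with the marker score. The other 11 tested lists were not called by camera. For 6 of them the numbers of higher and lower members were the same when adjusted over the list alone. These were the interferon response (2 higher and 10 lower of 32), epithelial to mesenchymal transition (6 and 3 of 14), the unfolded protein response (2 and 5 of 14), immediate early and dissociation genes (4 and 7 of 16), fibroblast markers (2 and 3 of 8) and endothelial markers (0 and 2 of 5). Progesterone receptor targets had 5 higher and 7 lower of 23, and 7 and 7 adjusted over the list alone. Androgen response genes had 6 and 7 of 18, and 6 and 8 adjusted over the list alone. Luminal epithelial genes had 4 and 9 of 16 (4 and 10 over the list alone), cholesterol biosynthesis 10 and 3 of 19 (12 and 4) and p53 targets 6 and 2 of 14 (7 and 2). None of the 9 called lists held with an estimated correlation, while fry called 16 of the 20.

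**Figure D2:**
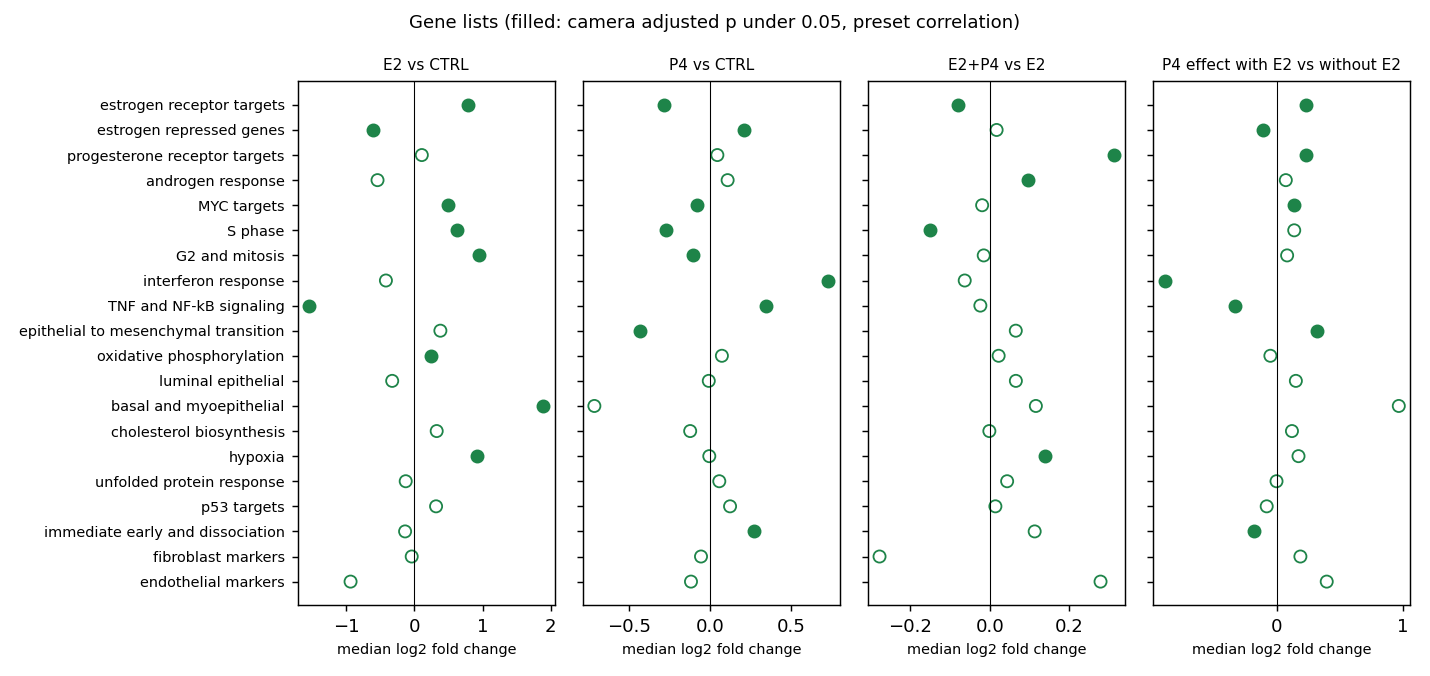
Each point is the median log2 fold change of the measured members of 1 gene list (horizontal axis, whose range differs between panels) in 4 comparisons; filled points had a camera adjusted p under 0.05 at the preset correlation. Estrogen receptor targets lie at 0.787 in E2 vs CTRL and at −0.284 in P4 vs CTRL, and the interferon response lies at 0.731 in P4 vs CTRL.

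P4 vs CTRL asked what progesterone changed without added estradiol. PGR fell from 31.6 ± 9.83 CPM (SD, n = 2) to 8.55 ± 3.60 CPM (SD, n = 3), a log2 fold change of −1.97 (SE 0.254), and GREB1 from 105.2 ± 12.3 to 58.8 ± 5.21 CPM (−0.84, SE 0.104). The interferon-induced genes IFI44L (log2 fold change 1.51, SE 0.322), IFIT2 (1.39, SE 0.287) and RSAD2 (1.27, SE 0.282) rose, IFIT2 from 36.8 to 97.9 CPM. All 3 calls were lost with DESeq2 and without either CTRL, the second P4, the third P4 or the first E2+P4 library, with adjusted p up to 0.207, 0.2 and 0.24 over the alternatives. CPB1 (1.34, lost with DESeq2, with only these groups in the fit, with the marker score and without the second CTRL or the third P4 library), the immune checkpoint gene VTCN1 (1.28), TMEM140 (1.22) and LINC02533 (1.20) completed the largest rises. The largest falls were in IGSF1 (−2.76, lost without the first CTRL, any P4 or any E2+P4 library), the growth factor gene BMP5 (−2.26), the sulfatase gene SULF1 (−2.21), the carbonic anhydrase gene CA2 (−2.00), PGR, the mucin gene MUC5B (−1.91) and the keratin gene KRT23 (−1.77). PGR and GREB1 kept their call in every alternative fit, while BMP5, SULF1, CA2, MUC5B, KRT23, VTCN1, TMEM140 and LINC02533 lost it without the first CTRL library and with only these groups in the fit. All of these but SULF1 also lost it without the third P4 library, and MUC5B, KRT23 and VTCN1 without any E2+P4 library. It was lost in MUC5B and KRT23 without the second P4, in VTCN1 and TMEM140 without the second CTRL, in MUC5B without the first E2, and in VTCN1 without the third E2 or the first P4 library. ESR1 was at 811.1 ± 123.0 CPM against 814.1 ± 187.2 CPM in CTRL, a log2 fold change of 0.00 (SE 0.141).

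The limma test called 65 genes higher and 43 lower in P4 than in CTRL, and 1866 genes had an unadjusted p under 0.05. The other anchors were not called: AR (0.25), TFF1 (−0.05), PDZK1 (−1.62), AREG (−0.43), CCND1 (−0.13), MYC (−0.07), MKI67 (−0.45), WNT4 (−0.75), FKBP5 (−0.36), ELF5 (0.32) and TSC22D3 (0.18), and ZBTB16 had 1 count in CTRL and 0 in P4. The total of 108 calls rested on single libraries. It was 12 without the third P4 library, 21 without the first and 195 without the second CTRL library, and 302 without the first P4 library. Leaving out a library of another group gave 181 (second E2), 70 (first E2+P4) and 69 (second E2+P4). The total was 11 with only these 2 groups in the fit, 42 with no filter and 187 with DESeq2, and 31 of the 108 genes were among 82 called with the mouse stromal marker score as a covariate.

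Interferon response genes had the smallest camera p among the lists. Of 32 measured members 3 were higher and 0 lower over all genes, and 24 and 0 when adjusted over the list alone, with a median log2 fold change of 0.73 (camera adjusted p = 1.96e-25, adjusted p = 0.189 with an estimated correlation, fry adjusted p = 0.164). The median was 1.16 with the mouse stromal marker score as a covariate. OASL was at 0.92 (adjusted p 0.0519). TNF and NF-kB signaling had 1 of 13 higher and 0 lower, 7 and 0 adjusted over the list alone, with ICAM1 up by 0.60, a call lost without either CTRL or the third P4 library, and TNFAIP3 at 0.61 (adjusted p 0.0896; camera adjusted p = 4.75e-07, adjusted p = 0.0959 with an estimated correlation). Immediate early and dissociation genes had 0 of 16 called and 3 higher adjusted over the list alone, with ATF3 at 0.55 (camera adjusted p = 0.000111, adjusted p = 0.333 with an estimated correlation). Macrophage and leukocyte marker sums were higher in the same libraries, at 8.58 to 12.4 CPM against 6.44 and 7.32 CPM in CTRL. That rise lay in CD14 and CD74.

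Estrogen receptor targets were lower as a list by camera, with 5 of 40 lower, 0 higher and 35 not called, 10 lower and 3 higher adjusted over the list alone, and a median of −0.28 (camera adjusted p = 5.82e-09, adjusted p = 0.0959 with an estimated correlation). The median was −0.484 without the second CTRL library and −0.246 without the first. CELSR2 (−1.04) and IGFBP4 (−0.80) were among the called members, and IGFBP4 lost its call without the first CTRL or the third P4 library. The list of estrogen repressed genes was higher by camera with 0 of 8 members called, 1 higher adjusted over the list alone, and KLHL24 at 0.32 and ERBB2 at 0.21 (adjusted p = 0.00413, adjusted p = 0.173 with an estimated correlation). The S phase list was lower by camera with 0 of 25 called, 5 lower adjusted over the list alone, and CDT1 at −0.58 and MCM5 at −0.40 (adjusted p = 2.27e-10, adjusted p = 0.272 with an estimated correlation, fry adjusted p = 0.156). Its median was −0.273, or −0.143 without the second CTRL library and −0.396 without the first. The MYC target list was lower by camera with 0 of 25 called and 1 lower adjusted over the list alone. Its median was only −0.0805, with CAD at −0.41. The camera adjusted p was 0.0153, or 0.617 with an estimated correlation, and the call was lost without the second CTRL library. The G2 and mitosis list was lower by camera with 0 of 28 called by either adjustment, counted over all genes or adjusted over the list alone. Its median was −0.102, with AURKB at −0.36 (camera adjusted p = 0.00291, adjusted p = 0.583 with an estimated correlation, fry adjusted p = 0.529). Without the second CTRL library this list showed no shift (median −0.00856, adjusted p = 0.97), and the call was also lost without the third P4 library. The epithelial to mesenchymal transition list was lower by camera with CD44 (−1.06) called of 14 and 3 lower adjusted over the list alone (adjusted p = 2.39e-05, adjusted p = 0.0959 with an estimated correlation). The CD44 call was lost without the first CTRL or the third P4 library. Fibroblast marker sums were lower in the same libraries, at 43.2 to 65.6 CPM against 68.8 and 106.7 CPM in CTRL. COL3A1, a gene of that sum and not separate evidence, was at 81 to 317 counts against 403 and 822. Other genes of the sum overlapped between the groups. COL1A1 had 89 to 140 counts against 113 and 143, FBN1 80 to 151 against 131 and 143, and FBLN1 12 to 22 against 17 in each CTRL library. Progesterone receptor targets had 0 of 23 higher and 1 lower, 1 and 1 adjusted over the list alone, with a median of 0.05, or 0.11 with ZBTB16 left out, since 0 counts against 1 give no bound (camera adjusted p 0.951). Its fitted median had no stable sign, at −0.02 without the first CTRL and 0.11 without the first E2+P4 library. None of the 9 called lists held with an estimated correlation, and fry called 3 of the 20, the estrogen receptor targets, TNF and NF-kB signaling and the epithelial to mesenchymal transition (fry adjusted p = 0.0472 each).

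The response to P4 ran against the response to E2. Of the 65 genes higher with P4, 58 were lower with E2 and 3 were higher; independent lists would share 14.5 in either case. Of the 43 genes lower with P4, 22 were higher with E2, where independent lists would share 9.56, and 11 were lower, where they would share 9.61. Across all tested genes, which are not independent replicates, the log2 fold changes of both comparisons correlated with r = −0.134. Simulations of unchanged groups with the same controls gave 0.558. They hold no hormone effects, so their r is no reference for the r of the data. The covariance can be compared, and was −0.0538 against a simulated 0.0522. Without the third P4 library 8 and 4 genes had opposite responses, without the first CTRL library 10 and 4, and without the first P4 library 144 and 64. The first count was 37 without the second E2+P4 library. The second count was 56 without the second CTRL, 37 without the second E2, and 11, 10 and 11 without each E2+P4 library in order. The first count was 36 with edgeR's quasi-likelihood test, 23 with no filter and 9 with the mouse stromal marker score as a covariate, and the second was 51 with DESeq2 and 9 with no filter. The 2 CTRL libraries were too few to split. Part of any shared change may come from the shared controls, which push the values upward.

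E2+P4 vs CTRL asked what both hormones changed together. GREB1 reached 1588 ± 102.9 CPM (log2 fold change 3.92, SE 0.0992) and AREG 447.5 ± 28.7 CPM (7.33, SE 0.550), while PGR was at 80.3 ± 2.51 CPM (1.38, SE 0.177; SD, n = 3). FKBP5 rose by 1.19. ZBTB16, a zinc finger gene induced by progestins, was called higher with 1 count in CTRL and 38 in E2+P4, which was lost without the first CTRL library (adjusted p 0.0504). Of the other anchors PDZK1 (2.85), TFF1 (0.69), CCND1 (0.45, lost with the marker score) and MKI67 (0.36, lost with DESeq2, with edgeR's quasi-likelihood test and without the first CTRL or any E2+P4 library) rose and ESR1 (−1.77), AR (−2.28) and ELF5 (−4.00) fell, while MYC (0.37), WNT4 (0.36) and TSC22D3 (−0.21) were not called. The largest rises were in AREG, LINC00052 (7.14), PLCXD3 (5.48), SERPINE1 (5.16), HSPA6, a heat shock gene (4.77, lost with the marker score), SYTL5 (4.72) and BMP5 (4.46), and the largest falls in CPB1 (−8.63), COLEC12 (−7.89), POTEC (−7.72), SIM1 (−7.64), WNT11 (−7.56), DAB2 (−7.12) and LINC00470 (−6.37).

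In total 3903 genes were higher and 3802 lower in E2+P4 than in CTRL. Of these 3254 were also higher and 3302 also lower in E2 vs CTRL, where independent lists would share 868 and 850; 1 gene was called in opposite directions. The fold changes correlated with r = 0.945 across genes. The simulations gave 0.565, which is no reference here, since they hold no hormone effects. The covariance was 1.04 against a simulated 0.0522. The simulated value is the part expected from the shared controls, so these values argue against them as the source of the excess. The lists called in E2 vs CTRL were called in the same direction here, among them G2 and mitosis (26 of 28 higher, also 26 adjusted over the list alone, adjusted p = 5.3e-14, adjusted p = 0.214 with an estimated correlation) and TNF and NF-kB signaling (11 of 13 lower, 12 adjusted over the list alone, adjusted p = 9.98e-08, adjusted p = 0.174 with an estimated correlation). The interferon list was called lower with 10 of 32 lower and 2 higher, the same adjusted over the list alone (adjusted p = 0.0253, adjusted p = 0.653 with an estimated correlation), with IFI6 at −1.11 and XAF1 at −1.64. The interferon call was lost without the first CTRL library (adjusted p 0.0951) and with edgeR's quasi-likelihood test (adjusted p 0.0946), and that of the basal and myoepithelial list without the second (adjusted p 0.0649). None of the 10 list calls of this comparison held with an estimated correlation, while fry called 15 of the 20. With the mouse stromal marker score as a covariate 3191 genes were called, the IFI6 and XAF1 calls were lost and the interferon list turned to higher (adjusted p = 0.033). Macrophage and leukocyte marker sums were also lower here, at 1.70 CPM against 6.88 CPM in CTRL, again through CD14 and CD74.

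E2+P4 vs E2 asked what progesterone changed when estradiol was present. FKBP5, a chaperone gene induced by steroid receptors (chromosome 6, 35573585 to 35728583), rose from 42.6 ± 4.52 to 73.0 ± 6.21 CPM, a log2 fold change of 0.78 (SE 0.106; SD, n = 3 each). TSC22D3, known as GILZ, rose from 118.1 ± 7.93 to 156.8 ± 12.3 CPM (0.41, SE 0.0887). ZBTB16 (chromosome 11, 114059041 to 114256765) had 0 counts in all 3 E2 libraries and 16, 4 and 18 in the E2+P4 libraries, at least 12.4-fold higher against the floor of 3 counts over the E2 group. PGR fell from 144.2 ± 13.8 to 80.3 ± 2.51 CPM (−0.84, SE 0.143) and AR from 60.4 ± 3.56 to 38.8 ± 2.18 CPM (−0.64, SE 0.116). The PGR call was lost with DESeq2 and without the third E2 or the third E2+P4 library, and the AR and TSC22D3 calls without the third E2 or any E2+P4 library. The TSC22D3 call was also lost without the second CTRL, the first E2 or the second E2 library. GREB1 (0.14), TFF1 (0.12), AREG (0.30), PDZK1 (−0.65), CCND1 (−0.11), MYC (0.10), MKI67 (0.05), WNT4 (0.44), ELF5 (0.49) and ESR1 (−0.27) were not called.

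The largest rises were in the sulfotransferase gene CHST11 (log2 fold change 1.41, SE 0.298), AFF3 (1.17, SE 0.153), the transcription factor gene BATF (1.16, SE 0.137), the sulfate transporter gene SLC26A2 (1.10), the glycine receptor gene GLRA3 (0.87), the spindle checkpoint gene BUB3 (0.81) and AHNAK2 (0.80). The largest falls were in NECAB1 (−2.62, SE 0.523), LRP1B (−2.31, SE 0.446), the neuropeptide Y receptor gene NPY1R (−2.29, SE 0.227), GABRP (−2.25), COL12A1 (−1.78), the fatty acid elongase gene ELOVL2 (−1.61) and TMEM64 (−1.46). In total 40 genes were higher and 54 lower, 1352 had an unadjusted p under 0.05, and DESeq2 called 145. The calls of CHST11, SLC26A2, GLRA3, NECAB1, LRP1B and COL12A1 were lost without the third E2 or any E2+P4 library. Those of CHST11, SLC26A2, NECAB1, LRP1B and COL12A1 were also lost without the first E2, those of CHST11, SLC26A2 and GLRA3 without the second E2, and those of CHST11 and SLC26A2 without the third P4 library. Leaving out 1 library moved the total of 94 to 29 without the third, 35 without the first and 35 without the second E2+P4 library, and to 52 without the first, 165 without the second and 30 without the third E2 library.

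Progesterone receptor targets rose as a list, with 3 of 23 higher and 0 lower, 6 and 0 adjusted over the list alone, and a median of 0.31 (camera adjusted p = 5.54e-06, adjusted p = 0.0175 with an estimated correlation, fry adjusted p = 0.0026). The called members were FKBP5, ZBTB16 and TSC22D3, and the secreted hormone gene STC1 was at 0.55 (adjusted p 0.0965); the median was also 0.31 with ZBTB16 at its bound. It was the 1 call among the 66 list calls of all 7 comparisons that held with an estimated correlation, and the 1 list of 20 that fry called in this comparison. Androgen response genes, a list that shares members with it, had 1 of 18 called, FKBP5, which is on both lists. Adjusted over the list alone 2 were higher, and the median was 0.0953 (camera adjusted p = 0.00195, adjusted p = 0.428 with an estimated correlation). In the estrogen receptor target list ELOVL2 and PGR fell and 0 of 40 rose, with 6 lower and 1 higher adjusted over the list alone and a median of −0.08 (adjusted p = 0.00624, adjusted p = 0.649 with an estimated correlation). The median was −0.129 without the first and −0.0397 without the third E2 library, and the call was lost without the second (adjusted p 0.0545). The S phase list was lower by camera with 0 of 25 called by either adjustment, over all genes or adjusted over the list alone, a median of −0.15, and MCM2 at −0.32 (adjusted p = 4.19e-08, adjusted p = 0.649 with an estimated correlation). The hypoxia list was higher by camera with 0 of 15 called and 2 higher adjusted over the list alone. Its median was 0.14, with VEGFA at 0.44 (camera adjusted p = 0.024, adjusted p = 0.874 with an estimated correlation). This call was lost without the third E2 (adjusted p 0.977) or the first E2+P4 library (adjusted p 0.287). Interferon response genes had a median of −0.06 with 0 of 32 called, also 0 adjusted over the list alone (camera adjusted p 0.31). That median was −0.35 without the second and 0.23 without the third E2 library.

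**Figure D3:**
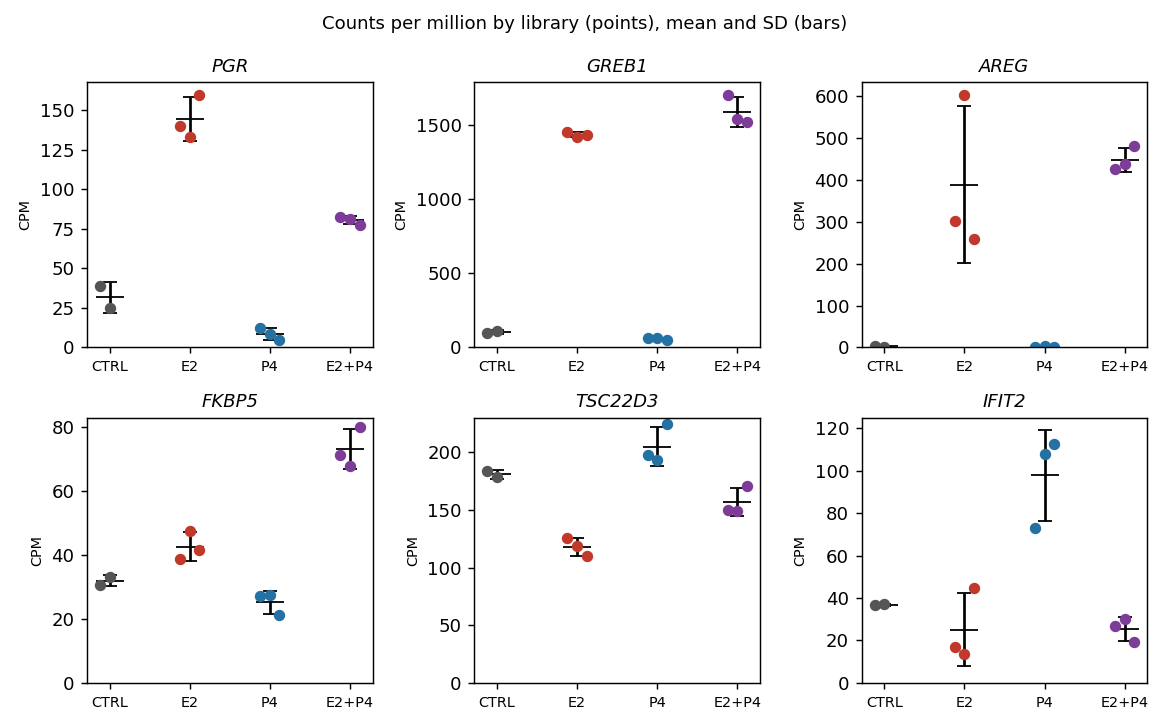
CPM of 6 genes (vertical axes, each from 0) in the CTRL, E2, P4 and E2+P4 libraries, with points for libraries and bars for the mean and SD (n = 2 in CTRL, n = 3 in the others). PGR was at 144.2 CPM in E2 and 8.55 CPM in P4, and FKBP5 was highest in E2+P4, at 73.0 CPM.

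The effect of each hormone was then set beside its effect in the presence of the other. The E2 effect with P4 (E2+P4 vs P4) followed the E2 effect without P4 (E2 vs CTRL) with a slope of 1.02 (jackknife SE 0.121) and r = 0.905 (Spearman's rho 0.862) across 16829 genes, which are not independent replicates. Of the 3742 genes raised by E2 alone 3199 were also called higher with P4, and of the 3762 lowered genes 3256 were also called lower; 3 were called in the opposite direction. The P4 effect with E2 followed the P4 effect without E2 with a slope of 0.0835 (jackknife SE 0.0563) and r = 0.0927 (rho 0.092). Noise in the fold changes without the other hormone lowers such a slope. It does so more for P4, with 108 genes called in P4 vs CTRL against 7504 in E2 vs CTRL. The 2 slopes are therefore not comparable as they stand. Both P4 comparisons called 5 genes in the same direction, BATF and RHOV higher and IGSF1, PGR and RUNX2 lower, and 0 in opposite directions; RHOV and RUNX2 were named after their values were seen. With no filter the E2 slope was 0.725, and with the mouse stromal marker score as a covariate the P4 slope was −0.0716.

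**Figure D4:**
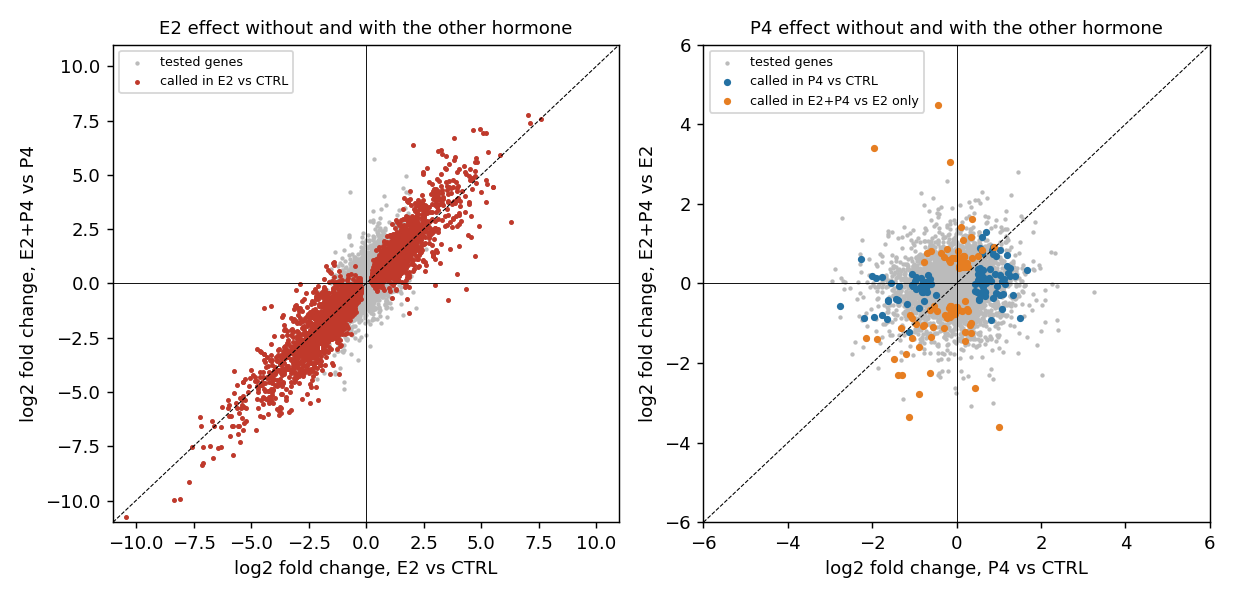
Each point is 1 of 16829 tested genes, with the log2 fold change without the other hormone on the horizontal axis and with it on the vertical axis, for E2 on the left and for P4 on the right, where the axes span a smaller range; the dashed line marks equal effects. Genes called for E2 lie along that line (slope 1.02 over all genes), and the slope for P4 is 0.0835. Noise on the horizontal axis lowers a slope where effects are small, so the P4 slope alone does not show that the effects differ.

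The test of the difference between the P4 effects with and without E2 called 17 genes, 7 with a higher and 10 with a lower effect when E2 was present, and 1282 genes had an unadjusted p under 0.05. FKBP5 was at −0.36 without E2 and rose by 0.78 with it (difference 1.14, SE 0.173). GREB1 fell by 0.84 without E2 and was at 0.14 with it (difference 0.98, SE 0.135), and CELSR2 (0.97), CD44 (1.29), the protease gene CAPN2 (1.38) and BMP5 (2.87) differed in the same direction. NECAB1 (−3.06), the interferon-induced GTPase gene GBP1 (−2.97), TMEM64 (−1.66) and AR (−0.89) had a lower P4 effect with E2. ESR1 (−0.28), PGR (1.13, adjusted p 0.193), TFF1 (0.16), PDZK1 (0.97), AREG (0.74), CCND1 (0.02), MYC (0.18), MKI67 (0.50), WNT4 (1.19), ELF5 (0.17), TSC22D3 (0.23) and ZBTB16 (adjusted p 0.188) were not called. The calls of FKBP5, BMP5 and TMEM64 were lost without the third P4 library. Those of AR, CAPN2, CD44, NECAB1, GBP1 and CELSR2 were lost without the first CTRL, the first E2, the third E2, the third P4 or any E2+P4 library. That of CELSR2 was lost also without the second CTRL, and the other 5 without the second P4 library. The count of 17 was 3 without the third and 72 without the first P4 library. It was 10 and 54 without the first and second CTRL library, 9, 55 and 6 without each E2 library in order, and 6, 6 and 7 without each E2+P4 library in order.

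For lists the difference was positive for estrogen receptor targets (median 0.23, adjusted p = 0.000931, adjusted p = 0.264 with an estimated correlation) and progesterone receptor targets (median 0.23, adjusted p = 0.00176, adjusted p = 0.111 with an estimated correlation). It was negative for the interferon response (median −0.89, adjusted p = 3.54e-21, adjusted p = 0.264 with an estimated correlation), where 0 of 32 members were called and 16 were lower adjusted over the list alone, with IFI44L at −2.37 (adjusted p 0.0799). Adjusted over the list alone, 7 estrogen receptor targets were higher and 2 lower, against 2 and 0 over all genes, and 4 progesterone receptor targets were higher and 1 lower, against 1 and 0. The estrogen receptor target difference was 0.415 without the second CTRL library and not called without the first (adjusted p 0.0757), and the interferon difference was −0.593 without the third E2 library and −1.45 with the mouse stromal marker score as a covariate. None of the 8 lists called for the difference by camera held with an estimated correlation, and fry called 0 of the 20.

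E2+P4 vs P4 and E2 vs P4 compared the groups with and without estradiol directly. With both hormones 4398 genes were higher and 4316 lower than with P4, and with E2 4255 were higher and 4344 lower than with P4. GREB1 was higher by 4.76 and 4.62, PGR by 3.35 and 4.19, IGSF1 by 7.13 and 7.70, AREG by 7.76 and 7.46 and LINC00052 by 7.40 and 7.37, while CPB1 was lower (−9.97 and −9.68), as were COLEC12 (−8.38 and −7.62), WNT11 (−8.05 and −7.15), ESR1 (−1.77 and −1.50), AR (−2.54 and −1.90) and ELF5 (−4.31 and −4.80). PDZK1 was higher by 4.47 and 5.11, TFF1 by 0.74 and 0.62, CCND1 by 0.57 and 0.68, MKI67 by 0.81 and 0.77 and FKBP5 by 1.55 and 0.78, and TSC22D3 was lower (−0.39 and −0.79). MYC (0.44, lost with DESeq2 and without the second or the third library of either group) and WNT4 (1.11) were higher in E2+P4 than in P4, and were at 0.34 and 0.67 in E2 vs P4, where they were not called. In E2+P4 vs P4 ZBTB16, with 0 counts in the P4 libraries, was at least 10.9-fold higher. Of 32 interferon response genes 28 were lower in each comparison, counted separately, and 29 and 28 adjusted over the list alone, with IFI6 at −2.04 and −2.06 (camera adjusted p = 2.58e-08 and 1.01e-07, adjusted p = 0.381 and adjusted p = 0.385 with an estimated correlation). With the mouse stromal marker score as a covariate the interferon medians went from −1.10 to −0.694 and from −1.01 to −0.54. Macrophage and leukocyte marker sums were 10.2 CPM in P4 against 1.70 CPM in E2+P4 and 0.866 CPM in E2, a difference that lay in CD14 and CD74. Camera called 12 lists in E2+P4 vs P4 and 13 in E2 vs P4, and 0 of either with an estimated correlation, while fry called 17 and 18 of the 20.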

Values the study reported

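The study measured plasma estradiol of 7 ± 1.15 pg/ml in mice bearing control pellets, and plasma progesterone that ranged from 0.1 to 20 ng/ml over the estrous cycle. Body weight rose by 8% in control and E2-treated mice over 45 days and by about 20% in mice given P4 or both hormones. In patient-derived xenografts, which are other samples than those analysed here, 4097 genes were regulated by E2 at an adjusted p cutoff of 0.05, and 489 genes responded to P4.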

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

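The tests of direct P4 action, of single libraries, of the PGR level and of the androgen receptor were chosen after the results were seen; those of mouse RNA, the glucocorticoid receptor, immune cells and other splits were set before.

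The P4 effect differed with the presence of E2, by the test of the difference itself, for 17 genes. The difference was −3.06 for NECAB1, −2.97 for GBP1, −1.66 for TMEM64, −0.89 for AR, 0.97 for CELSR2, 0.98 for GREB1, 1.14 for FKBP5, 1.29 for CD44, 1.38 for CAPN2 and 2.87 for BMP5 on the log2 scale. The other 7 genes, named after their values were seen, were TAT (5.37), ADAMTS19 (−1.43), LCP1 (−1.36), NCOA7 (−0.94), ATP11C (−0.93), SLC39A8 (−0.90) and SSFA2 (−0.64). TAT was near the floor, at 0.46 CPM in CTRL, 0.488 in E2, 0.0666 in P4 and 5.57 in E2+P4. The size of its difference is therefore uncertain. Its P4 effect was 3.40 with E2 and −1.97 without E2, the latter not called (limma adjusted p 0.397). The median list difference was 0.232 for estrogen receptor targets and also for progesterone receptor targets, −0.107 for estrogen repressed genes, 0.134 for MYC targets, −0.89 for the interferon response, −0.333 for TNF and NF-kB signaling, 0.318 for epithelial to mesenchymal transition and −0.181 for immediate early and dissociation genes. These 8 lists were called at the preset correlation, and 0 with an estimated one or by fry. The estrogen receptor target difference was 0.415 without the second CTRL library, and its call was lost without the first. The interferon difference was −0.593 without the third E2 library and −1.45 with the stromal marker score, and that of TNF and NF-kB signaling was −0.202 without the second P4 library. The epithelial to mesenchymal transition difference was 0.133 and 0.109 without the second and the third E2 library and 0.196 with no filter, and its call was lost without the third P4 library. The estrogen repressed list (−0.198 without the second CTRL or the first P4 library, −0.165 without the first E2+P4 library, −0.192 with the stromal marker score) lost its call in 6 of the 11 fits with 1 library left out: without the first CTRL, the first E2, the second or the third P4 and the second or the third E2+P4 library. The MYC target list (0.0273, 0.223 and 0.0702 without the first E2, the second E2 and the third E2+P4 library) lost it in 8, all but those without the second E2, the first E2+P4 or the second E2+P4 library. The immediate early list lost it in 7, all but those without the first CTRL, the second E2, the second P4 or the first E2+P4 library. Its difference was 0.0178 without the third E2, −0.0837 without the second CTRL, −0.117 without the third P4, −0.276 without the first E2+P4 and −0.315 without the second E2 library, −0.287 with library quality weights and −0.574 with the stromal marker score.

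The first pattern is that P4 without E2 moved genes against the E2 response. Direct action of P4 of a similar size whatever the E2 level is argued against for the called genes as a set. Their median signed change was 0.0814 in E2+P4 vs E2, against 0.809 without E2. The latter value is raised by choosing genes called in that comparison, so part of the fall was given in advance. BATF, RHOV, IGSF1, PGR and RUNX2 were called in the same direction in both comparisons, so direct action stays open for them. A single library is argued against for the estrogen receptor targets, whose median was −0.484 to −0.246 without each of the 5 libraries, although the call count did rest on single libraries. Mouse RNA stays open, since the stromal marker score cannot decide on it. Genes in the score moved in opposite directions with E2, COL5A1 by 3.13 and COL3A1 by −2.70, and the score was not shown to follow mouse RNA. With the score as a covariate the 108 genes kept 102.8% of their median absolute log2 fold change (0.809 before, 0.831 after). The quartiles of the share per gene were 95.7% and 116.8%. The calls were not kept: 31 of the 108 genes were among the 82 called with the score, and the genes higher with P4 and lower with E2 went from 58 to 9, while the median SE of the 108 went from 0.149 to 0.211; the cause of the lost and new calls was not tested. Weaker estrogen signaling in the P4 group stays open, as untested, because the negative covariance of the responses restates the pattern.

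The second pattern is that progesterone receptor targets rose with P4 beside E2. The progesterone receptor level set by E2 stays open as a reason. PGR was higher by 3.35 on the log2 scale in E2+P4 than in P4, in 3 of 3 libraries. PGR had already been seen to rise with E2, by 2.23 in E2 vs CTRL. This check, chosen afterwards, could therefore hardly have failed and does not decide. More glucocorticoid or androgen receptor transcript beside E2 is argued against, since NR3C1 differed by −2.07 and AR by −2.54 between the same groups. P4 acting through either receptor stays open, because this needs no rise in the receptor. NR3C1 was still at 96.1 CPM and AR at 38.8 CPM in E2+P4. These are transcript levels, so the amounts of receptor protein stay open.

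The third pattern is the higher interferon response in P4, which was called by camera at the preset correlation (adjusted p = 0.189 with an estimated correlation, fry adjusted p = 0.164), with 3 of 32 members called over all genes and those 3 lost with DESeq2 and without either CTRL library. A single library is argued against for the list median, which was at least 0.58 without any of the 5 libraries, against 0.731 with all. Residual mouse immune cells stay open: as this explanation predicts, the marker sum was higher in every P4 library (up to 12.4 CPM) than in the CTRL libraries (up to 7.32 CPM). That rise lay in CD14 and CD74, which epithelial cells can express, with 311 counts over 3 P4 libraries and 166 over 2 CTRL libraries, while the other 12 markers ran the other way with 8 and 13 counts, 6 of them at 0 in all libraries; counts this low do not decide. An action of P4 on the tumor cells also stays open, as untested.

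Other splits of the 6 libraries into 3 and 3 were too few, at 10 with the real one, for a share under 0.05. In each comparison 1 split, the real one, gave as many calls. The real split called 94 genes in E2+P4 vs E2 and the highest other 4; the values were 8714 and 0 in E2+P4 vs P4, and 8599 and 0 in E2 vs P4.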

How the results depend on the processing

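All alternatives were planned. No paired analysis was possible because the replicate numbers follow the accession order. Of 8193 values of named genes under the alternatives, 7839 kept their direction and their side of the threshold or stayed uncalled, 276 lost a call, 78 gained one and 0 called genes changed direction; of 1378 values of called lists 1231 were kept, 145 lost the call and 2 had the opposite direction in camera. One was the G2 and mitosis list in P4 vs CTRL without the second CTRL library, which is a lost call with no shift (median −0.00856; adjusted p 2.13e-07 to 0.97 with 1 library left out). The other, the interferon list in E2+P4 vs CTRL with the mouse stromal marker score, was called higher (adjusted p 0.033). Of the 66 list calls 1 was kept and 65 were lost with an estimated correlation, and 47 were kept and 19 lost with fry, which called 70 of all 140 list tests.

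Leaving out 1 library at a time gave 12 to 302 calls in P4 vs CTRL, 29 to 165 in E2+P4 vs E2 and 3 to 72 for the difference of P4 effects. It gave slopes of 0.898 to 1.05 for E2 and 0.0264 to 0.104 for P4, 8 to 144 genes higher with P4 and lower with E2, and 4 to 64 lower with P4 and higher with E2. Where this leaves 1 CTRL library, it is assumed to vary like the other groups. The mouse stromal marker score gave 2444 calls in E2 vs CTRL, 3191 in E2+P4 vs CTRL, 5641 in E2 vs P4, 150 in E2+P4 vs E2 and 71 for the difference of P4 effects, 2243 shared calls between E2 and E2+P4 vs CTRL, a P4 slope of −0.0716 and 9 genes higher with P4 and lower with E2. DESeq2 gave 187 calls in P4 vs CTRL, 145 in E2+P4 vs E2, 81 for the difference and 51 genes lower with P4 and higher with E2. The quasi-likelihood test of edgeR gave 28 for the difference and 36 genes higher with P4 and lower with E2. Library quality weights gave 225 in E2+P4 vs E2 and 30 for the difference. With no filter there were 42 calls in P4 vs CTRL, an E2 slope of 0.725, and 23 and 9 genes with opposite responses. With only the groups compared in the fit, P4 vs CTRL had 11 calls. An unadjusted p with a size criterion gave 876, 644 and 825 calls in P4 vs CTRL, E2+P4 vs E2 and the difference, with a less strict threshold by construction; the cause of the other changes was not tested. Depth limits genes such as ZBTB16, with 38 counts in E2+P4 and 0 in E2.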

Other observations

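The nuclear receptor family and the neighbouring genes below were looked at only after the E2 and P4 responses were seen. Of 35 measured members of this family of ligand-responsive transcription factors, ESR1 and AR among them, 18 were lower, 3 higher and 14 not called in E2 vs CTRL (limma), beside 3762 lower of all 16829 genes; enrichment was not tested. NR3C1, which encodes the glucocorticoid receptor, fell from 315 ± 30.6 CPM (SD, n = 2) to 97.2 ± 3.18 CPM (SD, n = 3), a log2 fold change of −1.69 (SE 0.102). NR4A3 (−3.07, SE 0.273), NR4A2 (−1.44, SE 0.144), the orphan receptor genes RORC (−2.06, SE 0.165) and ESRRG (−2.22, SE 0.226), HNF4G (−2.12, SE 0.208) and the thyroid hormone receptor gene THRB (−1.28, SE 0.146) fell too. The 3 that rose were PGR (2.23, SE 0.175), the retinoic acid receptor gene RARG (0.44, SE 0.103) and ESRRA (0.40, SE 0.116). In P4 vs CTRL 1 member was higher, HNF4G (0.66, SE 0.143), and 1 was lower, PGR, and in E2+P4 vs E2 0 were higher and 2 lower, PGR and AR.

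TMEM64 and NECAB1, which both fell in E2+P4 vs E2, are neighbours on chromosome 8, transcribed away from each other with 108 bases between their annotated ends at 90791632 and 90791741. TMEM64 was at 161.5 ± 52.5 CPM in E2 and 56.7 ± 2.50 CPM in E2+P4, and NECAB1 at 11.1 and 1.62 CPM (n = 3 each). In P4 vs CTRL neither was called (0.21 and 0.45). The next 3 genes were also named after their values were seen. The cell cycle inhibitor gene CDKN1A rose by 0.41 (SE 0.0882, adjusted p 0.0391) in E2+P4 vs E2, the 1 called member of the p53 targets, and of the epithelial to mesenchymal transition list FN1 fell by 0.86 and LAMC2 rose by 0.67.

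The number of E2-regulated genes here was 7504, and 5484 with an added log2 fold change of 0.5. Both are higher than the E2 count quoted from the study above, which was made on other samples without a size criterion. The number of genes changed by P4 here was 108 in P4 vs CTRL, and 104 with an added log2 fold change of 0.5, the size criterion stated for the quoted count. Both are lower than that count, also made on other samples.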
